# Characterizing the developmental transcriptome of the oriental fruit fly, *Bactrocera dorsalis* (Diptera: Tephritidae) through comparative genomic analysis with *Drosophila melanogaster* utilizing modENCODE datasets

**DOI:** 10.1186/1471-2164-15-942

**Published:** 2014-10-28

**Authors:** Scott M Geib, Bernarda Calla, Brian Hall, Shaobin Hou, Nicholas C Manoukis

## Abstract

**Background:**

The oriental fruit fly, *Bactrocera dorsalis*, is an important pest of fruit and vegetable crops throughout Asia, and is considered a high risk pest for establishment in the mainland United States. It is a member of the family Tephritidae, which are the most agriculturally important family of flies, and can be considered an out-group to well-studied members of the family Drosophilidae. Despite their importance as pests and their relatedness to *Drosophila*, little information is present on *B. dorsalis* transcripts and proteins. The objective of this paper is to comprehensively characterize the transcripts present throughout the life history of *B. dorsalis* and functionally annotate and analyse these transcripts relative to the presence, expression, and function of orthologous sequences present in *Drosophila melanogaster*.

**Results:**

We present a detailed transcriptome assembly of *B. dorsalis* from egg through adult stages containing 20,666 transcripts across 10,799 unigene components. Utilizing data available through Flybase and the modENCODE project, we compared expression patterns of these transcripts to putative orthologs in *D. melanogaster* in terms of timing, abundance, and function. In addition, temporal expression patterns in *B. dorsalis* were characterized between stages, to establish the constitutive or stage-specific expression patterns of particular transcripts. A fully annotated transcriptome assembly is made available through NCBI, in addition to corresponding expression data.

**Conclusions:**

Through characterizing the transcriptome of *B. dorsalis* through its life history and comparing the transcriptome of *B. dorsalis* to the model organism *D. melanogaster*, a database has been developed that can be used as the foundation to functional genomic research in *Bactrocera* flies and help identify orthologous genes between *B. dorsalis* and *D. melanogaster*. This data provides the foundation for future functional genomic research that will focus on improving our understanding of the physiology and biology of this species at the molecular level. This knowledge can also be applied towards developing improved methods for control, survey, and eradication of this important pest.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/1471-2164-15-942) contains supplementary material, which is available to authorized users.

## Background

The oriental fruit fly (*Bactrocera dorsalis*) is an important agricultural pest in Asia, Africa, and the Pacific, impacting over 150 fruits and vegetables in tropic and sub-tropic regions [1, 2]. In addition, *B. dorsalis* is established across the Hawaiian Islands and is a species of concern in the continental United States, with numerous interceptions and detections made annually, often triggering eradication efforts and quarantines [3–5]. In addition to being an important pest species, *B. dorsalis*, as a member of the family Tephritidae, can serve as an important species for comparison to the well characterized drosophilid group, having diverged from *Drosophila* approximately 70 million years ago [6].

Despite its importance as an agricultural pest, little functional genomic information is available for the species outside of a collection of sequences used for phylogenetic analysis of the genus. The addition of functional genomics information can lead to development of new control strategies, a basic understanding of the biology of the insect, and expansion of the techniques used in research. With the advent of high-throughput sequencing technology, there is increased ability to obtain cost-effective sequence data from non-model organisms, including sequencing from total RNA libraries to target coding genes at particular time points. While collection of this data is fairly straightforward, in order to accurately predict gene models and transcripts, much attention must be given towards assembly and analysis of the data. While this shotgun *de novo* approach to sequencing potentially allows for collection of full length genes, detection of splice variants, and calculation of differential expression between tissues, it can also lead towards assembly of partial gene fragments, erroneous assembly fragments, and mis-assemblies [7–9]. Many RNA-seq experiments report a large number of small transcript fragments, sometimes numbering in the hundreds of thousands, with a small proportion likely to be full length transcripts. This can make it difficult to calculate meaningful expression values, accurately identify transcript isoforms, and limit the utilization of the resulting dataset in downstream functional genomics experiments. For example, for *B. dorsalis* there are several published experiments that have performed *de novo* transcriptome assembly, presented tens of thousands of assembled contigs, but did not publish gene models or transcript sequences as part of their experiment [10–12]. This makes it difficult to utilize the research and limits the application of the research. As an alternative, we attempted to analyze RNA-seq data to produce a high confidence transcript set consisting of full length or near full-length transcripts with strong support for their accuracy. The resulting dataset can be used as a foundation for expanding on the *B. dorsalis* gene set without concerns that the dataset contains erroneous data.

Our approach was to perform comprehensive RNA sequencing on a laboratory colony of *B. dorsalis* with a focus on attempting to capture expression of as many genes and gene splice variants that represent the entire developmental life history. *De novo* transcriptome assembly and analysis of the resulting sequence were performed with a focus on identifying full length gene and splice variants, and then annotating through identification of orthologs in *Drosophila* gene sets. High confidence genes were filtered from potentially erroneously assembled transcripts based on homology to known proteins and read coverage of the transcript. The result produced a high quality reference transcript set for this species for comparative analysis with *D. melanogaster*. This transcriptome can be used as a foundation for functional genomic and population genetic experiments. Further development from other lines of evidence can be used in the future to broaden this gene set.

## Results and discussion

### Sequencing and quality filtering

In total, approximately 101 million paired 100 bp reads were obtained from Illumina GAIIx sequencing, totalling over 20 Gb of data (Table 1). These reads were evenly distributed between all of the libraries sequenced (egg, larvae, pupae, adult male, adult female, mated adult female). 

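RNA of eggs, larvae, pupae, virgin adult males, virgin adult females and mated females was sequenced as 1 library per stage. Each library was made from a pool of daily RNA extractions, which spanned 3 days for eggs, 10 days for larvae, 10 days for pupae and 7 days for the adult males and for the virgin females. The stages therefore have 1 sample each, no difference between them has a replicate check, and no test across stages was run. The authors aligned the filtered reads of each library to the filtered transcript set and estimated the fragments of each transcript with RSEM. They deposited these expected counts, not normalized, for 10799 unigenes and 20666 isoforms, together with FPKM values normalized with TMM factors. The expected counts summed to 7386960 in eggs, 7471833 in larvae, 7857995 in pupae, 9905262 in males, 8632705 in the library labelled female and 8986331 in mated females. These totals are the depth behind every value given here, and they come to between 56.0 and 63.6 counts for every 100 filtered read pairs of Table 1. The 10 unigenes with the most counts took 8.33% of the egg total and 16.6% of the total of the library labelled female. Intervals on counts are exact Poisson intervals and intervals on shares are Wilson intervals, at the 95% level. For counts and shares of counts they cover counting error only. For shares of unigenes they take unigenes as independent, which they are not. The library of virgin females is called the library labelled female throughout. Its dsx isoform shares were 21.8 percentage points from those of the male library and 85.4 from those of the mated female library. This leaves a doubt about the label that the paper does not raise, and any direction drawn from the library carries that doubt.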

All raw reads were submitted to the NCBI Sequence Read Archive under accession numbers SRX261507-SRX261512 associated with BioProject PRJNA167923. After quality filtering and removing low quality reads, approximately 84% of reads remained and were used for assembly and mapping. While filtering provided little improvement to the quality of the beginning of the read, it dramatically increased the quality score of the end of the read from an average q20 score of 24.9 at base 95 in unfiltered reads to average q20 score of 29.2 in filtered reads (Table 1). Filtering also had no dramatic effect on GC content of the data, suggesting there was no bias to the reads that were removed during filtering. *In silico* normalization using the Trinity normalization tool dramatically reduced the number of input reads into the assembly without adversely influencing the kmer abundance from those reads. From ~101,364,649 raw read pairs, filtering and normalization reduced the read abundance to 7,796,491 (~7.7%) reads used as input into the Trinity assembly, greatly reducing the computational requirements for assembly and avoiding complicated de bruin graphs created by low quality sequence or overabundant sequence kmers.

**Table 1:** **Quality filtering of Illumina GAIIx data before assembly and mapping**

				Average quality (interquartile range)												GC content (percent)					
	Number of reads			Before filtering						After filtering						Before filtering			After filtering		
Stage	Before filtering	After filtering	Percent retained	Base 5		Base 50		Base 95		Base 5		Base 50		Base 95		Base 5	Base 50	Base 95	Base 5	Base 50	Base 95
Egg	29899982	24924408	83.4%	36.7	(4)	34.1	(7)	24.9	(25)	37.7	(2)	36.6	(5)	29.3	(8)	40.0	41.1	41.9	38.9	39.8	40.6
Larvae	28913860	23506167	81.3%	36.7	(4)	33.8	(6)	23.5	(33)	37.7	(2)	36.4	(5)	28.2	(8)	41.2	42.8	44.2	40.1	41.4	42.8
Pupae	31954342	26582294	83.2%	36.8	(4)	34.2	(7)	24.6	(33)	37.7	(2)	36.6	(5)	29.0	(8)	40.6	42.0	42.8	39.4	40.6	41.4
Male	41546048	35350086	85.1%	37.4	(2)	35.1	(5)	25.8	(17)	38.2	(2)	37.3	(4)	29.8	(7)	39.7	41.5	42.4	38.5	40.0	41.1
Female	35096592	29240854	83.3%	36.9	(4)	34.4	(7)	24.7	(33)	37.8	(2)	36.7	(5)	29.0	(8)	39.7	41.9	42.8	38.5	40.5	41.4
Mated Female	35318474	29909305	84.7%	36.9	(4)	34.5	(7)	25.3	(18)	37.8	(2)	36.7	(5)	29.4	(8)	38.5	40.9	41.9	37.4	39.6	40.8
Total	202729298	169513114	83.6%	36.9	(3.5)	34.4	(6.5)	24.9	(26)	37.8	(2)	36.7	(4.8)	29.2	(7.8)	39.9	41.7	42.6	38.7	40.3	41.3

### *De novo*transcriptome assembly and transcript filtering

The *B. dorsalis* transcriptome was reconstructed using the Trinity assembly pipeline with all filtered reads from all libraries pooled into one dataset [9, 13]. This raw assembly yielded 80,346 contigs, with an N50 contig size of 2,802 bases, 31,321 contigs greater than 1000 bp, and a transcript sum of 109.4 Mb. While not all assembled contigs produced by Trinity represent true transcripts in *B. dorsalis*, this contig set was used as a starting point for defining the transcriptome present in our sample. Filtering based off of read abundance and component isoform percentage removed 35,729 sequences, leaving 44,617 remaining. Further filtering through identification of likely coding sequence based on ORF prediction identified 6,864 genes containing a complete ORF (unique genes defined as sequences with unique comp##_c# identifier from Trinity (http://trinityrnaseq.sourceforge.net/)) with 13,017 isoforms giving complete ORFs. In addition, 3,935 genes only contained a partial ORF (missing either 5' or 3' end or both) with 7,649 isoforms identified in those genes, giving a total of 20,666 transcripts across 10,799 genes, with an N50 transcript size of 3,460 bp and transcript sum of 62.08 Mb. 

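The unigenes in the deposited tables had a mean of 1.91 and a median of 1 isoform per unigene. A total of 6438 unigenes (59.6%) had a single isoform, 740 had 5 or more, and the largest number was 21. Isoform lengths were recovered from the ratio of expected counts to FPKM in the library where the isoform had the most counts, which gave a length for 20662 isoforms. These lengths are estimates from that ratio and were not compared with the sequences. The N50 of these estimates was 3146 bp and their sum was 49.9 Mb. Their median was 1972 bp, and 16617 of them were 1000 bp or longer. With the median of the lengths over the libraries in place of a single library the N50 was 3145 bp.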

While Trinity assembled an additional 56,785 contigs, these were discarded by the above filtering because they lacked a likely coding sequence or did not have significant read coverage. While in some cases these may contain partial gene fragments, we chose to exclude them from further analysis as the majority consist of short, low read count data with low blast homology to known proteins in *D. melanogaster* (Figure 1A-C). In contrast, the majority of the retained transcripts had a significant number of reads mapping to them, with full length transcripts being longer, and having a higher alignment percentage to known *Drosophila* proteins when compared to the partial transcripts (Figure 1A-C).

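Over the 6 libraries, a retained isoform had a median of 497 expected counts, with quartiles at 165 and 1526. At least 10 counts were assigned to 20336 isoforms (98.4%) and at least 100 counts to 17170 isoforms (83.1%), while 3 isoforms had none. Summed over isoforms, the median unigene had 1100 counts. Counts were present in all 6 libraries for 8344 unigenes (77.3%), and 286 unigenes had fewer than 10 counts in total. The isoforms that the filtering discarded are not in these tables.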

**Figure 1:**
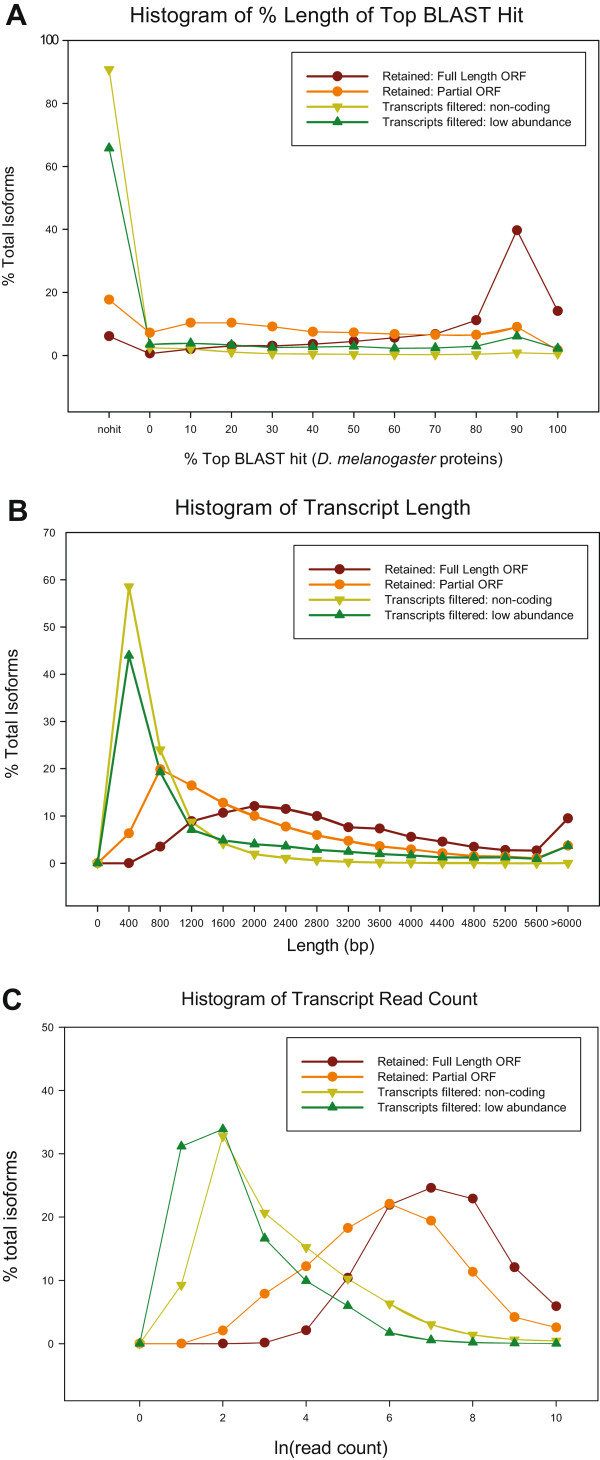
**Comparative evidence for filtering of** ***de novo*** **assembly.** Lines represent retained unigenes (either containing a full or partial ORF) or transcripts discarded based off of lack of evidence of coding region or due to low expression values. **A)** Proportion length of *B. dorsalis* putative transcripts relative to highest scoring blast alignment to *D. melanogaster* proteins. **B)** Length distribution of transcripts. **C)** Relative log read count expression values of transcripts.

### Read abundance based expression analysis across developmental stages

Stage specific expression values were calculated for each developmental library as TMM normalized FPKM values. Unique genes were classified with the modENCODE FPKM expression categories (very low, low, moderate, moderate high, high, very high, extremely high) utilized by flybase.org with the same FPKM expression level calculations and category bins used in *Drosophila* [14, 15]. Distribution of expression categories across developmental stages are presented in Figure 2. 

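The FPKM values were placed in the categories with lower bounds at 1, 4, 11, 26, 51 and 101 and a further bound for extremely high expression. No expression, an FPKM below 1, was given to 2954 unigenes in eggs (27.4%), 2683 in larvae, 2538 in pupae, 2691 in males, 2623 in the library labelled female and 3534 in mated females (32.7%, interval 31.8% to 33.6%). The mated female library had the fewest very low unigenes, 1099, against 1737 in pupae. Moderate or higher expression, an FPKM of at least 11, was found for 4797 unigenes in eggs (44.4%), 4618 in larvae, 4540 in pupae, 4500 in males, 4458 in the library labelled female (41.3%) and 4850 in mated females (44.9%). Extremely high expression ranged from 74 unigenes in eggs to 130 in larvae. The median FPKM of a library lay between 7.37 in males and 7.73 in mated females. Among the unigenes placed below 1, 1203 are listed at FPKM 0 in all 6 libraries. These are the 1203 unigenes without egg counts, they had a median of 77 expected counts over the other libraries, and their place in the category rests on the listed FPKM. The median number of unigenes per library at 11 or more was 4579, and 4342 without TMM factors, the alternative that moved this median most. Without TMM factors eggs had 5227 and mated females 5036, the opposite order. With FPKM summed over isoforms, chosen after the values were seen, males had 4820, the library labelled female 4766 and mated females 5106. These moves were larger than those without TMM factors. With FPKM recomputed, also chosen after, 1172 of the 1203 unigenes reach 1 in a library. The numbers below 1 have no alternative value here.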

From this, genes were categorized as constitutively expressed in all libraries, stage-specific or expressed across several stages. Constitutive highly expressed genes were defined as those genes having an expression level of "moderately high" or higher in all 6 samples. 

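An FPKM of at least 26 was reached in all 6 libraries by 1347 unigenes (12.5%). Their FPKM averaged over the libraries had a median of 87.0. The ratio of the highest to the lowest library, with 1 added to each FPKM, had a median of 2.46, and it stayed under 2 for 424 of these unigenes and reached 4 or more for 282. They took 56.4% of the counts of the mated female library and 64.7% of those of larvae, the lowest and the highest share. At the bound of high expression, 51, the number was 648, and 307 unigenes reached 101 in every library.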

Under this definition, we identified 1,347 constitutive highly expressed genes in our dataset. Stage specific genes were defined as those that are "moderately expressed" or higher in one library and “low” or "very low" in the other 5 libraries. A total of 310 unigenes were declared stage specific. 

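With an FPKM of at least 11 in a single library and below 11 in the other 5, 828 unigenes were stage-specific. Larvae had 289, pupae 216, eggs 187, mated females 81, the library labelled female 29 and males 26. Many lay near the bound, since the highest FPKM in another library had a median of 9.09 for the egg unigenes and 6.78 for the larval unigenes. An FPKM of at least 26 was reached by 102 of the larval unigenes, 83 of the pupal, 31 of the mated female and 13 of the egg unigenes, and by 0 in the male library and 0 in the library labelled female. With at least 26 in the library and below 4 elsewhere, the alternative that moved the total most, 129 unigenes were left. Without TMM factors eggs had the most, with 284, while larvae had 217 and pupae 201. With FPKM summed over isoforms, chosen after the values were seen, pupae had the most, with 287. Larvae then had 282, mated females 159 and eggs 131.
The highest of these unigenes in mated females, among those that the additional files used here pair with a name, was comp24600_c0, listed as the ortholog of FBgn0003979, at FPKM 5625 from 32912 counts (interval 32557 to 33270), against 1.41 in the next library. In pupae it was comp23677_c0, paired with FBgn0032125, at FPKM 1569 from 21849 counts (21560 to 22141), against 3.15. In larvae it was comp24021_c0, paired with FBgn0035552, at FPKM 619 from 2645 counts (2545 to 2748), against 4.69. The egg unigene comp21346_c0, paired with FBgn0030034, reached FPKM 26.2 from 421 counts (382 to 463), against 8.76 in mated females. In the male library comp26897_c0, whose best match is FBgn0029993, was at FPKM 12.3 against 9.17 in the library labelled female, and in the library labelled female comp18636_c0, paired with FBgn0036101, was at FPKM 12.9 against 10.53 in males. Additional files 6 and 7, which give these names, are used here in part, with 527 of 23552 rows, 2000 of 5681 rows and 2000 of 4186 rows.

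**Figure D1:**
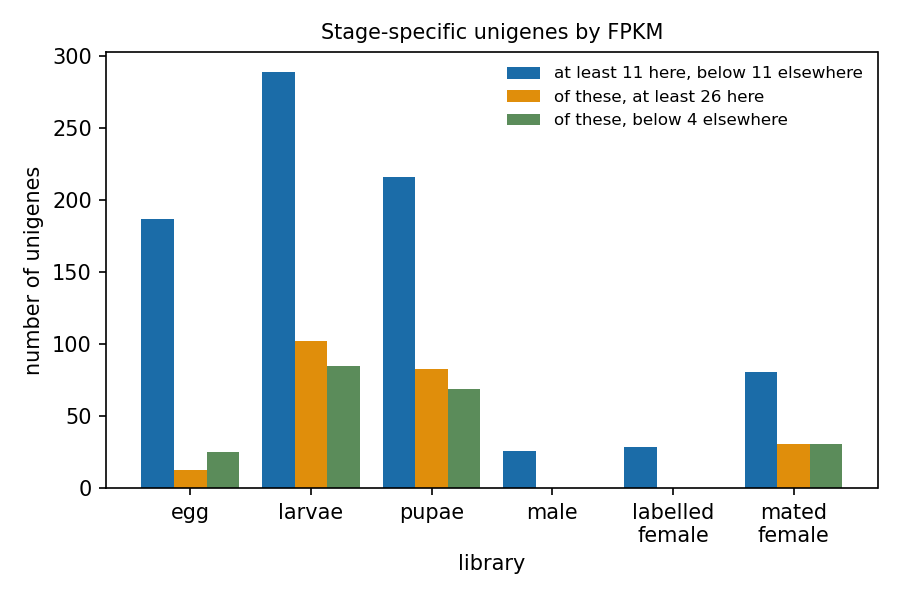
Number of unigenes with an FPKM of at least 11 in a single library and below 11 in the other 5 (blue), with those of them at 26 or more in the library (orange) and those below 4 in every other library (green). Larvae have 289 such unigenes and males 26, and the orange and green bars are at 0 in males and in the library labelled female.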

Finally, genes expressed across two, three, four, or five libraries were also calculated, as many genes may be expressed during several related libraries that could constitute a biologically relevant developmental stage. This identified 395 genes expressed at least moderately high in two libraries compared to very low in the rest of the libraries, 186 genes with this same pattern in three libraries, 156 in 4 libraries and 136 in 5 libraries. 

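With an FPKM of at least 26 in the libraries named and below 4 in the rest, 103 unigenes belonged to 2 libraries, 54 to 3, 38 to 4 and 27 to 5. The largest combination was eggs with mated females, with 66 unigenes. Pupae, males and the library labelled female shared 22, the same libraries with mated females shared 26, and eggs with larvae shared 23. Males and the library labelled female shared 1 unigene that was below 4 in the other libraries. With at least 11 in the libraries named and below 11 in the rest, the alternative that moved the total most, 3177 unigenes belonged to 2 to 5 libraries in place of 222. With FPKM recomputed for the unigenes listed at 0, chosen after the values were seen, 83 belonged to 3 libraries.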

The majority of the genes in the combined transcriptome dataset were found constitutively expressed at a low level (“low” or “very low”, 8,269 genes). 

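An FPKM below 11 in all 6 libraries was found for 4022 unigenes, 37.2% of the set. They include the unigenes listed at FPKM 0 throughout, of which 556 had at least 100 expected counts over the libraries. A further 4380 unigenes (40.6%) met none of the definitions, and 1425 of these were at 11 or more in every library without reaching 26 in all of them. With every unigene that met no other definition added, the alternative that moved this number most, it was 8402. From the categories in the 6 libraries, the paper states that low constitutive expression was the state of most genes in the combined dataset.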

A breakdown of the number of stage specific genes is listed in Table 2, and a matrix of stage specific and constitutively expressed genes is provided in Additional file 1.

**Figure 2:**
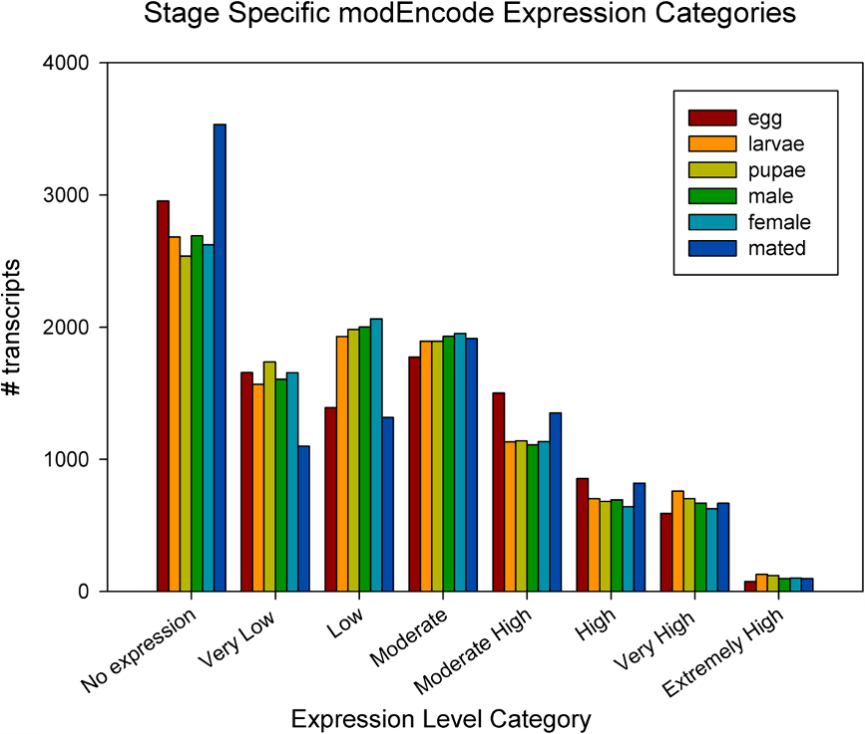
**Distribution of expression categories across** ***B. dorsalis*** **developmental stages.** Placement of unigenes across modENCODE expression categories, separated by developmental stage.

**Table 2:** **Number of unigenes present in expression level categories**

Stage	Number of unigenes	Percentage of total unigenes (%)
**All stages:**		
Constitutive highly expressed genes	1,347	12.47
Constitutive low	8,269	76.56
**Single Stages:**		
Egg specific	29	0.26
Larvae specific	136	1.25
Pupae specific	110	1.01
Mated Female specific	35	0.324
Adults (Female and male) specific	50	0.46

Lists of genes present in each category is provided as matrices in Additional file 1. Constitutive highly expressed genes have modENCODE expression values of “High” or greater across all stage specific samples. Sparsely expressed genes have a value of “Low” or lower.

Using the same classification described above, the number of genes falling into each of the expression level categories for each stage was compared with that of *D. melanogaster* (Figure 3), demonstrating strong similarity of distribution of gene expression levels in both species. While this result helps to corroborate the expression values presented for *B. dorsalis*, it additionally highlights the intra-species conservancy of expression levels for the majority of transcripts, suggesting stage-specific functional conservation between the identified genes in *B. dorsalis* and *D. melanogaster* (Figure 3).

**Figure 3:**
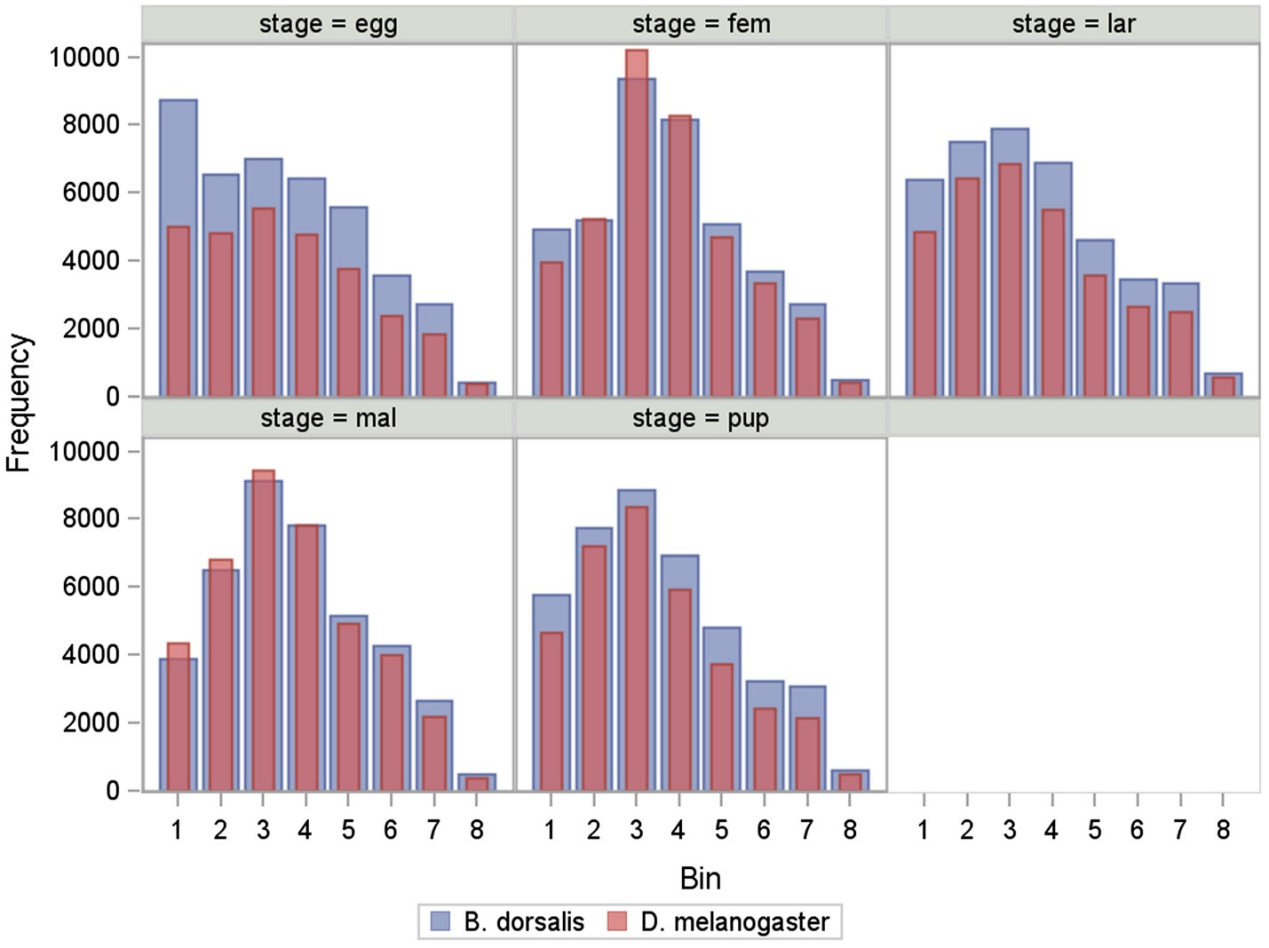
**Comparison of expression level distribution between** ***B. dorsalis*** **and** ***D. melanogaster*** **utilizing modENCODE expression categories.** Numbers below bars represent modENCODE expression categories as follows: 1- No Expression, 2- Very Low, 3- Low, 4- Moderate, 5- Moderate High, 6- High, 7- Very High, 8- Extremely High. Frequency of all *B. dorsalis* unigene models were compared to all gene level expression values derived from the *D. melanogaster* modENCODE project.

Another complementary approach to compare expression between stages was employed through hierarchical clustering of the gene expression values between libraries, and then defining subclusters that share similar expression patterns across libraries. From the hierarchical clusters, 19 subclusters were created by splitting the tree at clusters that shared 45% of the tree height. These subclusters were visualized by plotting the median centered FPKM values (Figure 4). In this case, expression patterns are not focused specifically on the most highly expressed genes as in the first approach, but rather on genes that exhibit a change in expression based on median-centered values, regardless of the level of expression. 

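Clustering of log2(FPKM + 1), centred on the median of each unigene, with Euclidean distance and complete linkage gave 15 subclusters at 45% of the tree height. Heights of 40% and 50% gave 21 and 12. With average linkage in place of complete linkage, the alternative that moved the number most, 41 subclusters were found and 9842 unigenes (91.1%) fell into the largest.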

Some of the defined clusters did not clearly describe a stage specific expression pattern such that no expression values were distributed significantly outside of the median (e.g. cluster Q, Figure 4); others, however, showed clear differences in expression between libraries. These patterns are highlighted as inset figures in Figure 4, and a list of genes present in each cluster is provided as supplementary data (Additional file 2).

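The largest subcluster held 7710 unigenes (71.4%), and the median over these of the largest deviation from the unigene's own median was 0.84 on the log2 scale. Its share was 53.9% without TMM factors, 59.0% with a pseudocount of 0.1, and 46.0% with log2 of the expected counts centred on the mean, which was chosen after the values were seen. The next held 1551 unigenes, with medians of 1.36 in eggs and 1.07 in mated females. A subcluster of 36 unigenes had its peak in pupae, with a median of 7.45 there. A subcluster of 27 peaked in mated females at 8.26, and a subcluster of 24 peaked in larvae at 7.98. A subcluster of 18 was raised in eggs, at 7.55, and in mated females, at 7.43. The smallest had 16 unigenes. Each value is on the log2(FPKM + 1) scale and understates the change of unigenes with low FPKM.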

**Figure 4:**
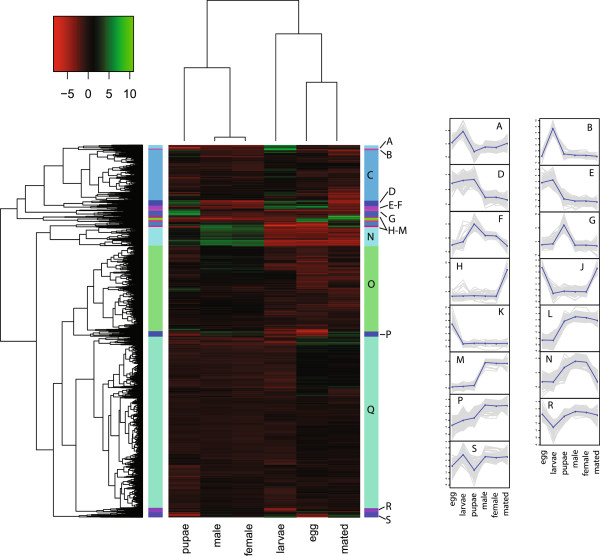
**Two dimensional cluster of expression profiles of unigenes in** ***B. dorsalis*** **across developmental stages.** Two dimensional clustering of developmental stages by expression patterns of the 10,799 unigenes identified. Vertical cluster of unigenes sub-clustered into unigenes of similar expression profile, subclusters color coded on vertical bar adjacent to heatmap, and cluster expression profiles presented as inset figures **A-S**. Vertical axis of inset figures is log2(median centered FPKM values).

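Across all unigenes, the male library and the library labelled female had a Spearman coefficient of 0.991, the highest of the 15 pairs of libraries. The next was 0.861, for eggs with mated females, and the lowest was 0.705, for eggs with the library labelled female. Unigenes are not replicates, so these coefficients describe the libraries alone. An FPKM of at least 26 in either the male library or the library labelled female and below 1 in the other was found for 0 unigenes in each direction, while the other 14 pairs had between 29 and 191 in each direction. Of 4127 unigenes with at least 500 counts in these libraries together, 2 differed by more than 2-fold, against 1929 of 4779 between males and mated females. The largest ratio of (FPKM + 1) toward males was that of comp15597_c0, with 56 counts in males (interval 42.3 to 72.7) and 3 in the library labelled female (0.619 to 8.77). The largest toward the library labelled female was that of comp17802_c0, with 7 counts there (2.81 to 14.4) and 0 in males, which allows up to 3. In the tree of the libraries, pupae joined males and the library labelled female, larvae joined those, and eggs with mated females formed the other branch. With FPKM recomputed for the unigenes listed at 0, chosen after the values were seen, larvae were in the branch of eggs and mated females.

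**Figure D2:**
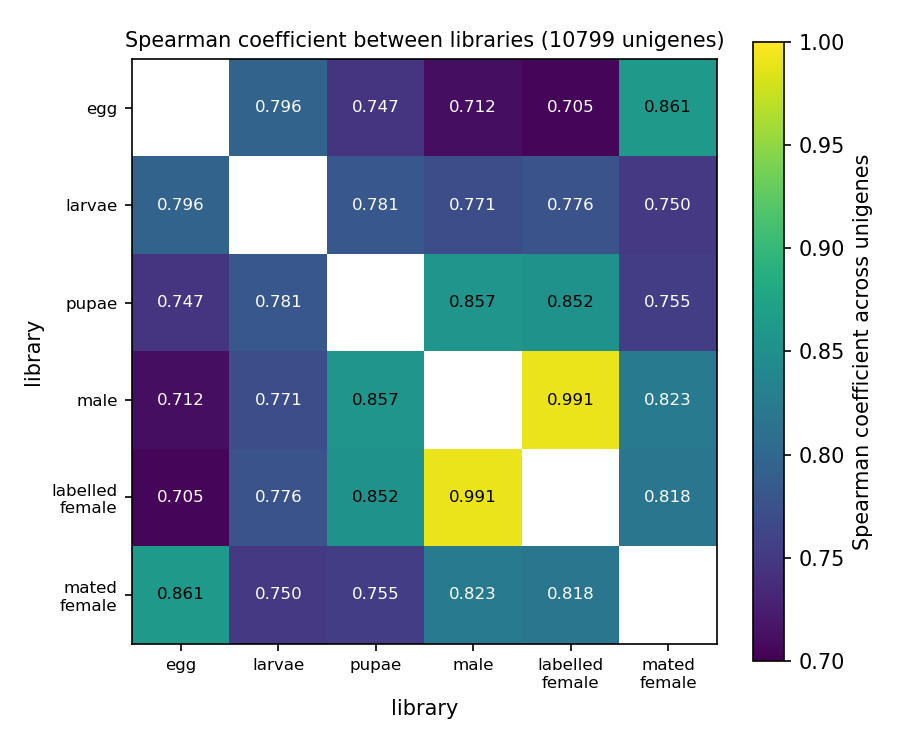
Spearman coefficient across the unigenes for each of the 15 pairs of libraries, with the libraries on both axes and the coefficient in each cell and in the colour scale. The cell of males with the library labelled female, 0.991, is above all others, the next being 0.861 for eggs with mated females.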

### Putative unigenes orthologous to *D. melanogaster*genes

A set of 5,681 putative orthologous genes were identified in our *B. dorsalis* dataset through reciprocal BLAST alignment with the *D. melanogaster* protein set. We anticipate this number to be an underestimation of actual ortholog representation, as utilizing an RNA-seq assembly increases the chance for multiple unigenes. Expression levels in terms of normalized FPKM values were compared between the putative orthologs by plotting the data along a regression curve. A strong linear relationship was observed between the expression values of orthologs (Figure 5). To identify orthologous proteins with potential difference in expression between the two species, a 95% interval was calculated along the regression. A conservative approach was taken to avoid the identification of false orthologs, and at times this approach may not identify true orthologs. This is particularly true when using *de novo* assembled RNA-seq data, which commonly has a large proportion of extraneous or superfluous transcripts assembled due to genetic heterogeneity of the sample, sequence error, and/or relaxed transcript reconstruction parameters of the software. By filtering the assembly to the approximate expected unigene and transcript density, over 5,600 putative orthologs were identified. Through linear regression analysis between expression values of the orthologs in *B. dorsalis* and *D. melanogaster*, we found a strong linear correlation at each developmental stage. Of the unigenes falling outside of the confidence interval of the regression, a significant proportion were identified as constitutive low expression. This bias seems largely due to a large number of unigenes with higher expression (although still constitutively low) in *B. dorsalis* compared to *D. melanogaster* and are likely not biologically relevant. In contrast, there are 4,234 unigenes (~75%) that are always within the confidence interval and about 25% that are conversely outside in at least one developmental stage (Additional file 3). 

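Additional file 3 gives the authors' calls of each ortholog as inside or outside the interval in 5 stages, and 1999 of its 5634 rows are used here. The first 1398 of these rows are outside in at least 1 stage and the 601 after them are inside in all, so the rows not used here were taken to be inside as well. By the deposited FPKM, 670 of these 1398 unigenes (47.9%) were below 11 in all 6 libraries, against 37.2% of all unigenes and 127 of the 601 (21.1%), which are not a sample of the rows inside. A further 68 were at least 26 in every library, 153 were stage-specific, 81 belonged to 2 to 5 libraries and 426 met none of the definitions. The 670 include 197 unigenes listed at FPKM 0 in every library. By a gap of a full category, which asks for at least 11 against below 4 or at least 26 against below 11 and leaves the rest as low, 965 of the 1398 (69.0%) were low, against 76.6% of all unigenes, so the order of these shares was the opposite. This was the alternative that moved the number most, and it was chosen after the values were seen, as was FPKM recomputed for the unigenes listed at 0, which gave 540.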

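In the authors' calls, 689 orthologs were outside the interval in a single stage, 437 in 2 stages, 169 in 3 and 73 in 4. With the rows not used here taken as inside, 4236 of the 5634 orthologs (75.2%) were inside in all 5 stages. The calls outside numbered 637 in the library labelled female, 576 in males, 497 in pupae, 428 in eggs and 374 in larvae, and the calls for males and for that library were equal for 739 of the 1398.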

Only 30 unigenes were consistently outside of the confidence interval in all 5 developmental stages. This strong homology in expression patterns between *B. dorsalis* and *D. melanogaster* for the putative orthologs suggests conserved functions between species. 

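Of the 30 unigenes outside the interval in all 5 stages, 11 were below 11 FPKM in all 6 libraries, 5 were at 26 or more in every library and 14 were in neither group. Their FPKM averaged over the libraries had a median of 11.9 and ranged from 0 to 11105, and for 15 of them it was at least 11. The number includes 6 unigenes listed at FPKM 0 in every library.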

Of course, this is biased, as additional unigenes that may be orthologs were not identified by our analysis, and it is possible that those may be enriched for proteins that have modified function or expression patterns, and may not have passed the threshold set. Despite some genes not falling within the confidence interval of the regression, Pearson correlation values (rho) at a p < 0.001 were calculated and both data sets were found to have a strong correlation. Both the regression and the correlation support assembly accuracy and relative completeness. For genes outside of the confidence, while considered potential orthologs, may have different functions or temporal expression patterns between the two species, or may be more sensitive to external variables that potentially differed between rearing conditions.

**Figure 5:**
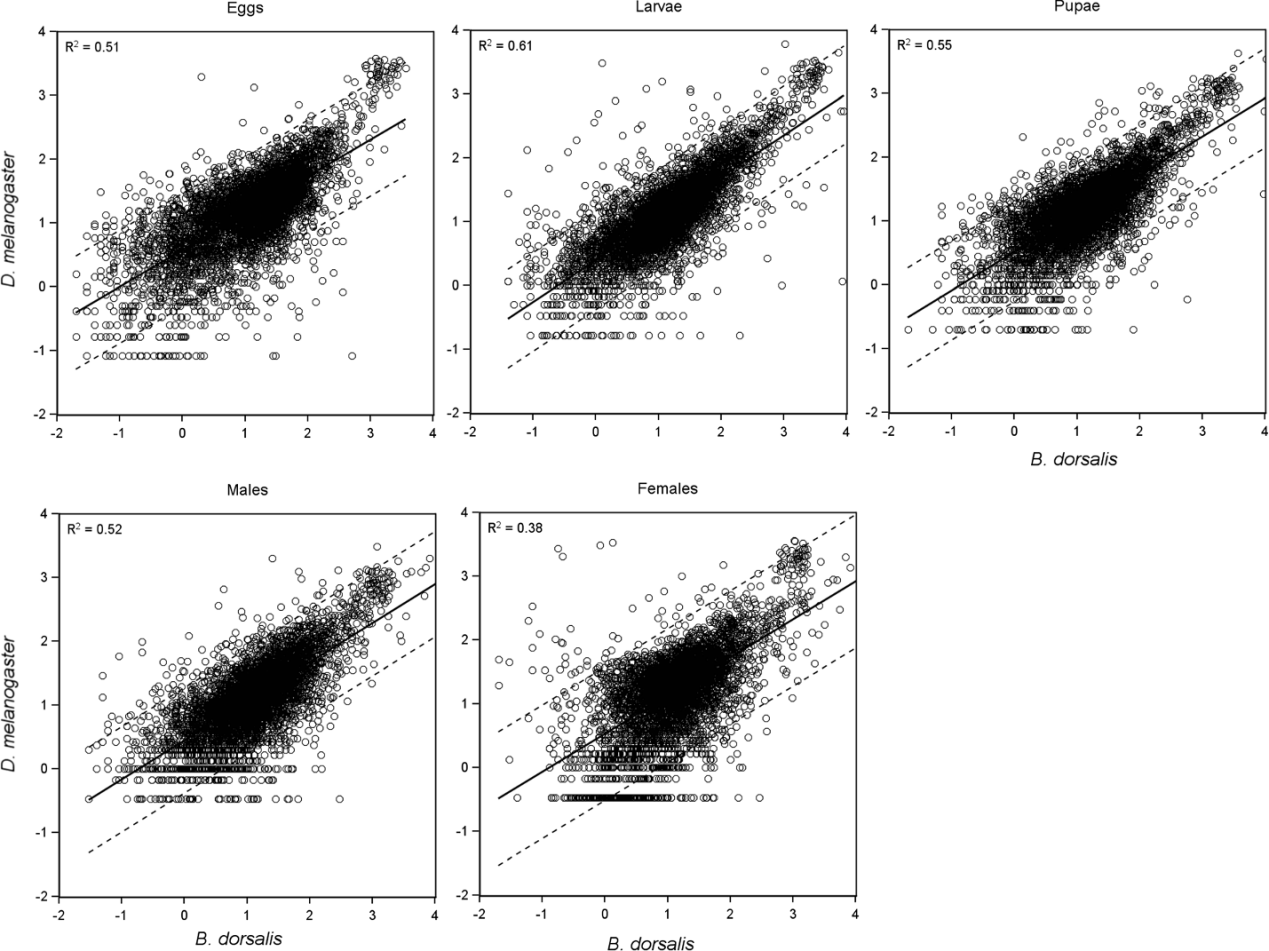
**Regression analysis of log expression values between orthologous unigenes in** ***B. dorsalis*** **and** ***D. melanogaster*** **across developmental stages.** Linear regression represented as solid line with 95% confidence interval indicated with dashed lines. Each *B. dorsalis* unigene with putative ortholog identified in *D. melanogaster* developmental stage was plotted against the putative ortholog based off of log(10) expression values. Detailed list of each unigene outside of the confidence interval is presented in Additional file 3.

### Functional annotation

A large proportion of the transcripts assembled and retained after filtering were able to be functionally annotated through BLAST homology to proteins in the UniProt Swiss-Prot database and the *D. melanogaster* protein set or HMM profiles in Pfam-A. Further, when possible, gene ontology, KOG, and COG terms were added. In total, 17,093 transcripts (72.5% of total) were annotated from BLAST homology to Swiss-Prot with a qualified gene name, whereas 20,713 transcripts (87.9% of total) had significant alignment to *D. melanogaster* proteins (r5.44), encompassing 10,686 proteins from 9,004 unique gene models in *D. melanogaster*, and representing 65% of known *D. melanogaster* genes. In contrast, 16,612 transcripts were annotated with Pfam domains, encompassing 3,846 unique Pfam identities.

### Identification of transcription factors in the *B dorsalis*genome

Spatial and temporal patterns of gene expression are in part regulated by transcription factors. Transcription factors (TFs) were searched in our dataset initially by using the Gene Ontology annotations and further curated using Pfam. Genes with GO terms corresponding to: GO:0003700 (sequence-specific DNA binding transcription factor activity), GO:0006355 (regulation of transcription, DNA-templated), and GO:0003705 (RNA polymerase II distal enhancer, sequence-specific DNA binding transcription factor activity) were selected and Pfam annotations were used to curate and classify the selected list of genes. A total of 1,265 transcripts were classified as TFs, roughly 6% of the transcriptome. This percentage is comparable with the number of TFs estimated in *D. melanogaster* [16]. The 1,265 identified sequences corresponded to one of 305 unique domains. The most abundant TFs corresponded to Zinc finger domains, followed by homeobox domains and helix-loop-helix proteins (Table 3). It is worth noting that several sequences may be false positives. For the purposes presented here, transcription factors were defined as DNA binding domains, however several proteins exist that possess motifs similar to DNA binding factors and yet may be unrelated. Similarly, several true transcription factors might be missing from the analysis.

**Table 3:** **Classification of transcripts annotated as transcription factors**

Transcription factor domain class	Number of transcripts	Relative percentage of total TF trascripts
Zinc finger	330	26.1
Homeobox	64	5.1
Helix-loop-helix	55	4.4
BTB/POZ	44	3.5
Bzip	39	3.1
Myb	24	1.9
WD40	19	1.5
Basal TFs	18	1.4
Fork-head	18	1.4
Bromodomain	15	1.2
Helicase	13	1.0
other	625	49.4
Total	1264	100.0

Distribution of transcription factors. The eleven most abundant domain classes are listed, but 305 unique domains in total were identified. Transcripts belonging to classes not specifically listed were identified by fewer than 13 unique transcripts and pooled into the “other” category.

### Detoxification genes in *B. dorsalis*transcriptome

An important aspect of insect evolutionary adaptation is their ability to remove acquired toxic compounds and protect the organism. To identify genes related to detoxification in *B. dorsalis*, genes linked with Phases I and II in mammalian detoxification pathways were mined from the transcriptome dataset through sequence homology. Cytochrome P450 monooxygenases (P450s) accounted for 163 transcripts in 93 unique unigenes, approximately equating the 90 genes found in Drosophila from this superfamily [17]. These 93 unigenes belong to 12 families (Table 4). 

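Additional file 4 lists 92 unigenes with P450 names, and all are in the deposited tables, with 189 isoforms. A total of 4 were at 26 FPKM or more in every library, 28 were below 11 in every library, 13 were stage-specific, 3 belonged to 2 to 5 libraries and 44 met none of the definitions. The 28 include 13 listed at FPKM 0 throughout. The median mean level was 3.10 on the log2(FPKM + 1) scale, at percentile 50.2 of 10000 random lists of the same size. The spread between the highest and the lowest library had a median of 2.79 on that scale, against 1.60 for random lists matched on mean level, at percentile 100. Larvae were the library with the highest FPKM for 27 of these unigenes, males and pupae for 16 each. The highest FPKM was that of comp29180_c1, named CYP4G1, with 1611 in males from 27886 counts (interval 27560 to 28215) and 10.7 in eggs. The largest ratio was that of comp30145_c0, named CYP6A14, with FPKM 384 in eggs from 6393 counts (6237 to 6552) and 0 counts in males, which allows up to 3.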

While many P450 proteins are known to be involved in detoxification, the superfamily consists of a wide array of enzymes with distinct functions [17, 18]. This is not the first report of characterization of P450’s in *B. dorsalis*, with previous research reporting as many as 90 unigenes to as few as 51 from shotgun transcriptome experiments [10, 12, 19]. Inconsistent database deposition of sequences obtained in previous reports makes it difficult to make comparisons and draw conclusions across the respective studies. In one case, multiple P450s were verified through cloning [20], and 60 P450’s were reported from the olive fly *B. oleae* [21]. The overall consensus suggests strong consistency in the diversity and abundance of P450’s in *B. dorsalis* and *D. melanogaster*.

**Table 4:** **Distribution of detoxification annotations in** ***B. dorsalis*** **transcriptome including cytochrome P450, glutathione S-transferases, and UDP-glucuronosyltransferases**

Gene class		Family	Number found in ***B. dorsalis*** ^***α***^
P450s	P450 monooxygenases	CYPIV	21
		CYPIII	1
		CYPIX	2
		CYPVI	29
		CYPXII	11
		CYPXLIX	1
		CYPXVIII	1
		CYPXXVIII	2
		CYPCCCI	1
		CYPCCCIII	1
		CYPCCCIV	2
		CYPCCCIX	4
		CYPCCCV	1
		CYPCCCVI	1
		CYPCCCVIII	1
		CYPCCCX	1
		CYPCCCXI	1
		CYPCCCXIII	6
		CYPCCCXIV	1
		CYPCCCXV	1
		CYPCCCXVII	1
		CYPCCCXVIII	2
GSTs	glutathione S-transferases		34^β^
UGTs	UDP-glucuronosyltransferases		23

^***α***^Breakdown of individual unigenes annotated to each class available in Additional file 4.

^β^For GSTs, 4 contained only N-terminal domains, 4 only C-terminal domains and 26 genes encompassed both domains.

### Glutathione-S-transferases (GSTs) and UDP-glucuronosyltransferases

(UGTs) constitute phase II of the mammal detoxification pathway, usually by mitigating the effects of the oxygen radicals produced by phase I [22]. 

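The GST list of Additional file 4 holds 34 unigenes, 26 with both domains, 4 with the N-terminal and 4 with the C-terminal domain, and together they have 72 isoforms. Their median mean level was 5.15 on the log2(FPKM + 1) scale, at percentile 100 of 10000 random lists of that size, against 3.11 for all unigenes. Their spread across libraries was at percentile 82.8 of lists matched on level, and at 59.3 without TMM factors. An FPKM of at least 26 in every library was found for 15 of them, and 2 were below 11 throughout. The unigene comp28261_c0 had the highest value, FPKM 1291 from 16843 counts (interval 16590 to 17099) in the library labelled female, against 126 in eggs. The largest ratio belonged to comp20714_c0, with FPKM 71.3 from 629 counts (581 to 680) in mated females and 1 count (0.025 to 5.57) in pupae.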

Our transcriptome profiling detected 34 unique GSTs domains, 26 of which had both N- and C- terminal domains and eight with homology to either the C-terminal region only or the N-terminal region (four and four respectively). This is comparable to a previous report that identified 37 unigenes with GST domains [12]. Additionally, 23 UGTs were found (Table 4). Furthermore, data from a *D. melanogaster* microarray experiment designed to profile genes in the CncC/Keap1 pathway was obtained [23]. 

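The 23 UGT unigenes have 63 isoforms, a median mean level of 3.98 on the log2(FPKM + 1) scale (percentile 93.8) and a median spread of 2.18 (percentile 98.1, or 93.9 without TMM factors). Larvae were the library with the highest FPKM for 11 of them. In all 6 libraries, 2 were at 26 FPKM or more and 5 were below 11. The 5 include 2 listed at FPKM 0 throughout, and with FPKM recomputed for those, an alternative chosen after the values were seen, 3 were below 11. The highest value was that of comp27362_c0, FPKM 300.4 from 9932 counts (interval 9738 to 10129) in males, against 84.6 in pupae. The largest ratio was that of comp27454_c0, FPKM 233 from 4734 counts (4600 to 4871) in eggs and 33 counts (22.7 to 46.3) in pupae. In the 3 lists of Table 4 together, 35 unigenes were below 11 in every library. By a gap of a full category, the alternative that moved this number most and which was chosen after the values were seen, 91 were low.

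**Figure D3:**
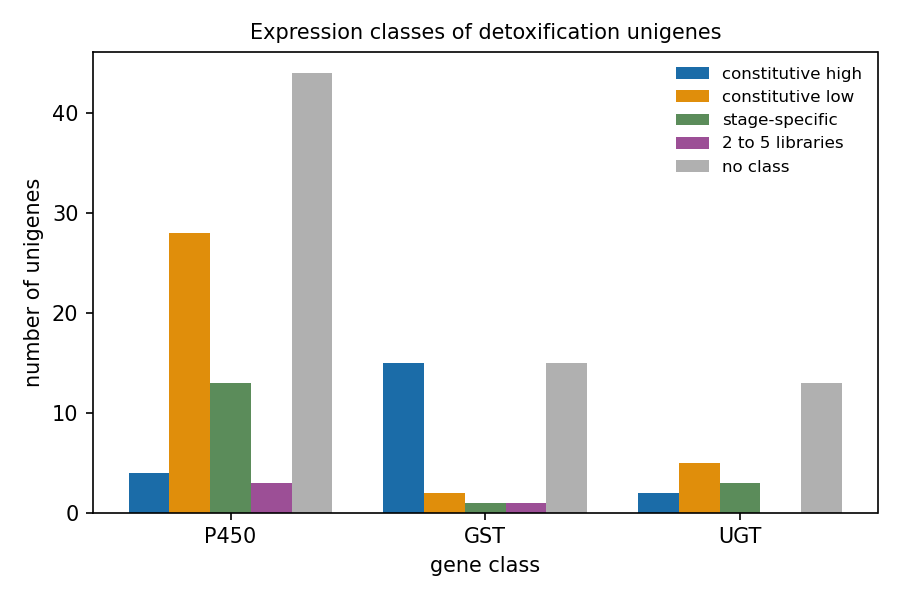
Number of P450, GST and UGT unigenes in each expression class, by FPKM in the 6 libraries. Constitutive high holds 4 of 92 P450, 15 of 34 GST and 2 of 23 UGT unigenes.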

The CnC/Keap pathway is presumably the central pathway for detoxification in *D. melanogaster* and has little evolutionary relationship with detoxification in mammals. The data was cross-referenced with our identified orthologous genes in *B. dorsalis*. 

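All 141 CncC/Keap1 unigenes listed in Additional file 4 are in the deposited tables. By FPKM, 12 were at 26 or more in all 6 libraries and 28 were below 11 in all 6, which makes 40 of 141 (28.4%, interval 21.6% to 36.3%). A further 14 were stage-specific, 5 belonged to 2 to 5 libraries and 82 met none of the definitions. The paper's own column places 108 (76.6%) as constitutive, 12 as high and 96 as medium or low. Of these 96, 28 were below 11 throughout, 10 of the 96 being listed at FPKM 0, 42 reached 26 in some library, and 35 differed at least 8-fold between their highest and lowest library, with 1 added to each FPKM. Over all 141 the median of that ratio was 7.42. By a gap of a full category, the alternative that moved the 40 most, 108 of the 141 were constitutive, and with FPKM recomputed for the unigenes listed at 0 it was 33. Both alternatives were chosen after the values were seen. The largest ratios between libraries were those of comp28303_c1, named Lsp2, with FPKM 10530 from 170089 counts (interval 169282 to 170899) in pupae and 48 counts (35.4 to 63.6) in eggs, of comp27113_c0, named CG2150, with FPKM 1970 from 26589 counts in pupae and 1 count in mated females, and of comp24503_c0, named Cp19, with FPKM 1105 from 12700 counts in mated females and 1 count in pupae. These names are those of the D. melanogaster matches.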

Among the genes that changed in expression in response to CncC/Keap pathway activation in *D. melanogaster*, 141 appear to be present in *B. dorsalis* with most constitutively expressed (either at a high or low degree) across all stages, with no specificity to their expression pattern (Additional file 4).

### Sex determination transcripts

Genes involved in sex-determination can be used to develop pest control tools as well as to improve the existing sterile insect technique (SIT) [24]. To identify sex-determinant genes, amino acid sequences of 67 transcripts corresponding to 14 genes known to be involved in sex determination in *D. melanogaster* [25, 26] were used to search our *B. dorsalis* transcriptome dataset trough BLASTp (e-value cutoff 1E-10). This resulted in 169 *B. dorsalis* unique transcripts with high sequence similarity to at least one of the *D. melanogaster* peptide sequences (Additional file 5).

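The dsx unigene comp25690_c0 had 8 expected counts in eggs (interval 3.45 to 15.8), 16 in larvae (9.15 to 26.0), 118 in pupae (97.7 to 141), 389 in males (351 to 430), 367 in the library labelled female (330.4 to 407) and 475 in mated females (433 to 520). Of its 4 isoforms, comp25690_c0_seq5 and comp25690_c0_seq6 together took 86.4% of the dsx counts in males (interval 82.6% to 89.4%), 87.2% in the library labelled female (83.4% to 90.2%) and 1.77% in mated females (0.856% to 3.29%). In pupae they took 40.2% (31.5% to 48.8%) and in larvae 32.3% (14.2% to 55.6%). Taken singly, these isoforms differed between males and the library labelled female by more than counting error. The error of dividing reads between isoforms is not in these intervals and was not estimated. The isoform comp25690_c0_seq6 took 54.1% in males (49.0% to 58.9%) and 34.1% in the library labelled female (29.4% to 39.1%), and comp25690_c0_seq5 took 32.3% (27.9% to 37.2%) and 53.1% (48.0% to 58.2%). The isoform comp25690_c0_seq1 took 55.8% in mated females (51.3% to 60.2%), 1.28% in the library labelled female (0.583% to 3.15%) and 0.203% in males (0.045% to 1.44%), and in pupae it took 48.7% (39.5% to 57.2%) and in larvae 67.8% of the 16 counts (44.4% to 85.8%). The deposited tables do not pair these isoforms with a sex. Additional file 5 lists a single unigene for scute, sisA, msl-1, msl-2 and msl-3 each. The sisA unigene comp27850_c0 had 520 counts in eggs (476 to 567), 287 in mated females (255 to 322) and at most 3 in each other library. The scute unigene comp15662_c0 had 4 counts in eggs and 4 in pupae (1.09 to 10.2 each) and 0 elsewhere, which does not exceed counting error between libraries.

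**Figure D4:**
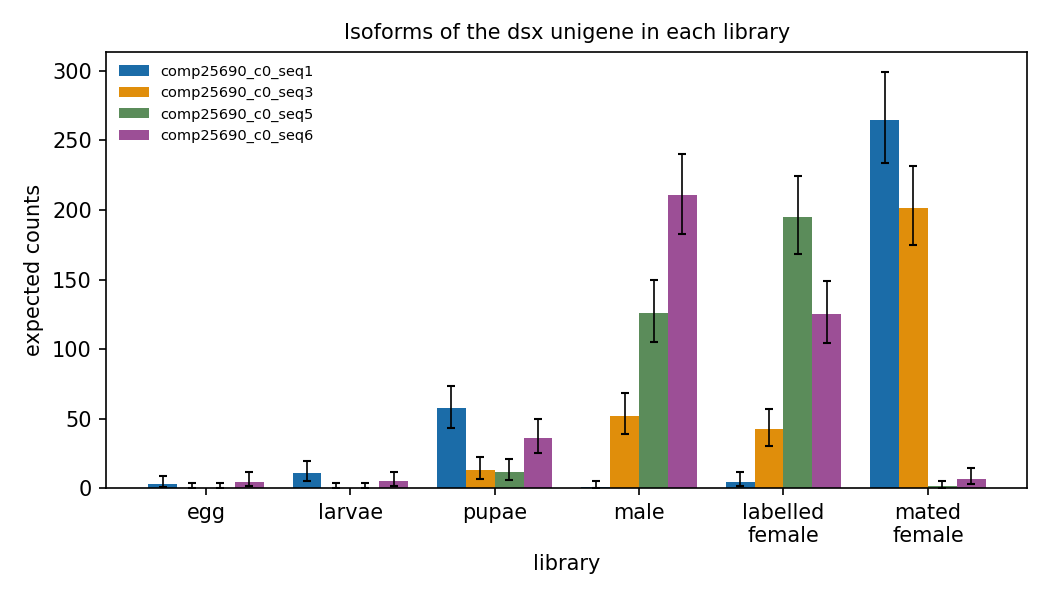
Expected counts of the 4 isoforms of the dsx unigene in each library, with exact Poisson intervals as error bars that cover counting error only. In males and in the library labelled female the tallest bars are comp25690_c0_seq6 and comp25690_c0_seq5, and in mated females comp25690_c0_seq1 with 265 counts.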

The genes *Sex lethal* (*Sxl*) and *Notch* (*N*) had the highest number of transcripts with high sequence similarity in *B. dorsalis*. 

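The 16 unigenes listed for Sxl have 51 isoforms in the tables. The paper listed them by sequence similarity, and which of them is the Sxl gene was not tested here. The summed FPKM of the list was 2453 in eggs, 4067 in larvae, 2402 in pupae, 1748 in males, 2022 in the library labelled female and 2425 in mated females. Males had 0.865 times the value of the library labelled female (interval 0.853 to 0.877), or 0.796 times by the unigene with the highest FPKM alone, which was the alternative that moved this ratio most. That unigene, comp29768_c1, had 8343 counts in males (8165 to 8524) and 9218 in the library labelled female (9031 to 9408). Its isoform comp29768_c1_seq19 took 50.3% of its counts in males, 53.8% in the library labelled female and 54.8% in mated females. The Notch list is used here in part, with 29 unigenes and 95 isoforms. Its unigene with the highest FPKM, comp22887_c0, reached 114 in larvae. Among the other lists, the highest unigenes were comp27217_c0 for Gro, with FPKM 1766 in larvae, comp29215_c1 for dpn, with 74.2 in larvae, comp27709_c0 for unr, with 79.7 in pupae, and comp29343_c0 for runt, with 15.0 in eggs. The unigene comp27709_c0 also stands in the UGT list.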

The gene *transformer* (*tra*) was not found in our transcriptome assembly, and only two transcripts matched *transformer 2* (*tra2*) (which has 7 transcripts in *D. melanogaster*). 

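No unigene is listed for tra in Additional file 5. The tra-2 unigene comp23083_c0 has 1 isoform in the deposited tables, of 1890 bp by its recovered length. It had 920 expected counts in eggs (interval 862 to 981), 178 in larvae (153 to 206), 209 in pupae (182 to 239), 234 in males (205 to 266), 149 in the library labelled female (126 to 175) and 630 in mated females (582 to 681). The corresponding FPKM was 50.8 in eggs, 33.6 in mated females and between 9.74 and 15.3 in the other libraries. The msl-1 unigene comp27436_c0 had FPKM 15.7 in eggs and 16.0 in mated females, against 5.32 in males and 5.62 in the library labelled female. The msl-2 unigene comp27138_c0 had between 1.70 in pupae and 5.20 in eggs, with 62 counts in males (47.5 to 79.5) and 70 in the library labelled female (54.6 to 88.4). For msl-3, comp29813_c1 had FPKM 37.7 in males and 40.8 in the library labelled female.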

The gene *tra2* was found to be critical for sex-determiantion in *Anastrepha* fruit flies [27] but needs to interact with *tra*. While *tra* was found to be present in another *Bactrocera* species, *B. oleae* [28], it may not have been actively expressed in the samples we tested, despite our effort to include as many developmental stages as possible. A previous report investigated reproduction and development in *B. dorsalis* utilizing RNA-seq, but did not investigate sex-determination [11]. Additionally, putative sex determinant *D. melanogaster* orthologs and transcripts with sequence similarity to other species were mined from the annotation output and the *D. melanogaster* orthologous datasets. The total number of genes, transcripts and orthologs found are in Additional file 5.

## Conclusions

The sequencing of stage-specific messenger RNA from the fruit fly *B. dorsalis* allowed for the construction of a transcriptome that when compared with *D. melanogaster* allowed for the identification of 20,666 transcripts across 10,799 unigenes. This is comparable to the current genome annotation derived *D. melanogaster* transcript set, which includes 15,504 genes, 25,205 isoforms, N50 isoform length of 3,633 and an isoform sum of 68.46 Mb. Utilizing binning expression nomenclature utilized by the modENCODE project, 65% of the unigenes identified were expressed at a constitutively low level (Figure 2). In addition, the relative distribution of unigenes across bins throughout the developmental life history in *B. dorsalis* is very similar in pattern to the distribution seen in *D. melanogaster* across the same developmental stages. Despite this, distribution does not directly demonstrate similarity between species at a gene or unigene level, so putative orthologs were identified using a reciprocal blast approach.

Functional annotation of the transcriptome yielded a large diversity of functions. The focus of this study was on proteins related to DNA binding, detoxification, and sex determination. This analysis demonstrates the utility of a *D. melanogaster* based annotation approach for closely related species, and potentially that functions or processes in *Drosophila* will largely translate to Tephritide flies. Despite this, direct transfer of *Drosophila* annotations is not always sufficient for inferring function. For example, genes involved in sex-determination are potential targets for the development of novel control strategies and the improvement of the sterile insect technique (SIT) in Tephritids. Orthology to *Drosophila* should be used with caution, as sex determination is highly diverged among dipeteran insects. For example, *Sxl* in tephritids is not regulated in a sex-specific fashion; rather the *Sxl* transcript is present in both sexes. To address this point, further studies utilizing more accurate and sensitive techniques will be needed to validate and verify the expression patterns of genes of interest throughout the life history of *B. dorsalis*. In addition, functional genomic approaches will lead to a better understanding of the similarities and differences between Tephritids and Drosophilids and serve as a foundation for developing new control techniques for pestiferous true fruit flies.

## Methods

### *Bactrocera dorsalis*colony rearing and stage collections

*Bactrocera dorsalis* eggs used in this experiment were obtained from the USDA-ARS-Pacific Basin Agricultural Research Center research colony "Punador" (Hilo, HI, USA) maintained on conventional mill feed diet [29]. This colony is derived from wild flies collected in Puna, Hawaii in 1984 and has since been maintained in the laboratory on artificial diet. These eggs were transferred to liquid based artificial diet [30, 31] and insects reared to obtain a collection of samples representing the entire life cycle of this insect. Typically, when reared on artificial diet in colony, eggs take approximately 1–3 days to hatch; insects stay in the larval stage 8–10 days, are in pupal stage for 10 days, and survive as adults for several weeks. Maturation of adults takes approximately 7 days, and adults begin mating after that time. Samples were collected in the following manner in order to produce RNA samples that are representative of an entire life stage, rather than just a single point in time during development.

Fresh eggs from colony flies were maintained at room temperature for 3 days until complete hatch. During that time, a daily sample of eggs was taken. The samples were snap frozen in liquid nitrogen and then stored at -80°C. After hatch, 12 separate containers of liquid artificial diet were set up with larvae, maintained at room temperature, and each day for 10 days one container was used to collect larvae. Liquid diet containing larvae was strained through a mesh sieve and larvae were quickly rinsed in distilled water. Larvae were then collected in microfuge tubes and snap frozen in liquid nitrogen and stored at -80°C. The larvae in the remaining two containers were allowed to pupate following standard methods. Pupae were collected and daily pupal samples were collected for 10 days; each day pupae were snap frozen and stored. Adult cages with sugar water and torula yeast were then set up with mature pupae, and adults were allowed to emerge following standard protocols [32]. At this time, adults were sexed and males and females separated. Daily collections of virgin males and females were made for 7 days and samples immediately snap frozen. After that time, males and females were combined into a single cage for mating. Mating cages were carefully observed and mated females were identified, collected, and frozen.

### RNA extraction and sequencing

Total RNA was extracted from each collection day spanning from egg to adult using the Qiagen RNeasy Plus Mini Kit (Qiagen Inc., Valencia, CA) following the manufacturer’s procedures with the following modifications. Approximately 30 – 50 mg of liquid nitrogen snap-frozen tissue was placed in 600 μl Buffer RLT with 1% β-mercaptoethanol and ground carefully with disposable micropestel in a microfuge tube. This solution was then passed through a QIAshredder column and then through a gDNA Eliminator column. In addition, before final elution, on column RNase-Free DNase treatment was performed to ensure full removal of genomic DNA from sample. RNA concentration and quality was assessed using a Qubit fluorometer (Invitrogen Corp., Carlsbad, CA, USA) as well as an Agilent 2100 Bioanalyzer (Santa Clara, CA, USA) following standard protocols. From these RNA extractions, stage-specific samples were created by pooling intra-stage samples at an equal concentration ratio. In total, six stage-representative samples were collected representing egg, larval, pupal, adult male, adult female, and mated adult female stages. Each of these total RNA samples was prepared for sequencing using the TruSeq RNA Sample Preparation Kit (Illumina Inc., San Diego, CA, USA) and sequenced on an Illumina GAIIx to produce approximately 14 – 20 million 2 × 101 bp PE reads per sample library.

### Raw read quality filiter, *in silico*library normalization and *de novo*transcriptome assembly

Pre-filtering the reads for quality is critical to obtaining a high quality assembly and produce accurate RNA-Seq expression data. Reads were filtered that contained a Phred score below 20 across more than 20% of the bases using the fastx-toolkit fastq_quality_filter script (http://hannonlab.cshl.edu/fastx_toolkit/commandline.html). These quality-filtered reads were then normalized to reduce redundant read data and discard read errors using Trinity's normalize_by_kmer_coverage.pl script with a kmer size of 25 and maximum read coverage of 30. The resulting normalized reads were used to create a *de novo* transcriptome assembly using the Trinity *de novo* transcriptome assembly pipeline (r2012-10-05) [19, 33]. The Trinity pipeline (Inchworm, Chrysalis, and Butterfly) was executed using default parameters, implementing the --REDUCE flag in Butterfly and utilizing the Jellyfish k-mer counting approach [33]. Assembly completed in 3 hours and 13 minutes on a compute node consisting of 32 Xeon 3.1 GHz cpus and 256 Gb of RAM available to the software on the USDA-ARS Pacific Basin Agricultural Research Center Moana computer cluster (http://moana.dnsalias.org).

### Assembly filtering and gene prediction

The output of the Trinity pipeline is a fasta formatted file containing sequences defined as a set of transcripts, including alternatively spliced isoforms determined during graph reconstruction in the Butterfly step. These transcripts are grouped into gene components, which represent multiple isoforms across a single unigene model. While many full-length transcripts are expected to be present, it is likely that the assembly also consists of erroneous contigs, partial transcript fragments, and non-coding RNA molecules. This collection of sequences was thus filtered to identify contigs containing full or near full-length transcripts or likely coding regions and isoforms that are representative at a minimum level based off of read abundance. Pooled non-normalized reads were aligned to the unfiltered Trinity.fasta transcript file using bowtie 0.12.7 through the alignReads.pl script distributed with Trinity. Abundance of each transcript was calculated using RSEM 1.2.0 utilizing the Trinity wrapper run_RSEM.pl [13, 34]. Through this wrapper, RSEM read abundance values were calculated on a per-isoform and per-gene basis. In addition, the percent composition of each transcript component for each gene is calculated. From these results, the original assembly file produced by Trinity was filtered to remove transcripts that represent less than 1% of the RSEM based expression level of its parent gene or transcripts with TPM (Transcripts per Million) value below 0.5. This filter set discarded is referred to as "transcripts filtered: low abundance" in figures and tables and the retained transcripts used as input for further filtering.

Coding sequence was predicted from the filtered transcripts using the transcripts_to_best_scoring_ORFs.pl script distributed with the Trinity software from both strands of the transcripts. This approach uses the software Transdecoder (http://transdecoder.sourceforge.net/) which first identifies the longest open reading frame (ORF) for each transcript and then the 500 longest ORFs are used to build a Markov model against a randomization of these ORFs to distinguish between coding and non-coding regions. This model is then used to score the likelihood of the longest ORFs in all of the transcripts, reporting only those putative ORFs which outscore the other reading frames [13]. Thus, the low abundance filtered transcript assembly was split into contigs that contain complete transcripts (Retained: Full Length ORF), contigs containing transcript fragments with predicted partial ORF (Retained: Partial ORF) and contigs containing no ORF prediction (Transcripts filtered: non-coding). The resulting retained transcript sets (partial and full) were merged and subjected to annotation and utilized in subsequent analysis. In addition, sequence length and read count histograms were created for each of the four filter categories described above to help visualize the effect of filtering on retention of transcripts (Figure 1A-B).

### Gene annotation

The filtered transcripts were annotated using the UniProtKB/Swiss-Prot database, Pfam-A, eggNOG, and gene ontology utilizing the Trinotate annotation pipeline. In addition, homologous proteins in *Drosophila melanogaster* were identified. The filtered transcript set was first subjected to blastp search against the UniProtKB/Swiss-Prot database using blast-2-2-26+ with an e-value cutoff of 1.0E-5. In addition, protein domains were identified through searching the Pfam_A database using HMMER 3.0. Signal peptides and transmembrane domains were annotated with SignalP 4.1 and TMHMM 2.0 respectively. The resulting outputs were loaded into a Trinotate database, where eggNOG and Gene Ontology terms were annotated and the resulting annotation set was exported as a delimited file for further analysis (Additional file 6). In addition, transcripts were subjected to BLASTx search against the current *D. melanogaster* protein set (Flybase.org, Dmel-r5.44) and uniref90 using an e-value cutoff of 1.0E-5 to identify homologous genes [35]. In addition, percent alignment length of the query transcript against the top *D. melanogaster* alignment was calculated and binned for each filtering category and plotted (Figure 1C). To further define putative orthologs to *D. melanogaster* proteins, reciprocal BLASTp alignment was performed between protein sequences in the *B. dorsalis* transcriptome assembly and all known *D. melanogaster* proteins. Putative orthologs were defined only when reciprocal top scoring hit (at unigene/gene level) between both searches were the same and were unique. This yielded 5,681 unigenes orthologous with *D. melanogaster* genes. An additional 4,186 unigenes were members of a reciprocal hit that was not unique, with multiple unigene/genes having equal score. These were not included as putative orthologs, as they may represent paralogous proteins or other situations without a 1:1 relationship, and thus this is a conservative, yet largely accurate analysis [36]. Putative orthologs are presented in Additional file 7, as a cross reference between flybase gene ID and *B. dorsalis* unigene identifier. The resulting annotated transcriptome was converted to Genbank .tbl format using a beta-release of the Genome Annotation Generator (http://genomeannotation.github.io/GAG/) and transvestigator (http://genomeannotation.github.io/transvestigator/) and submitted to NCBI under Transcriptome Shotgun Assembly (TSA) GAKP00000000 associated with Bioproject 167923.

### Read library mapping and expression analysis

Because the Trinity assembler is able to accurately predict splice isoforms, gene and isoform expression quantification was performed using the RSEM (RNA-Seq by Expectation Maximization) software package (v1.1.15) which is particularly well suited to work with multiple isoforms where the same read may map to multiple sequences [34]. The filtered transcript set from Trinity was used for analysis that only contained contigs containing likely coding sequence (full and partial ORFs) to avoid skewing expression quantification results with non-coding and fragmented data. Quality filtered reads from each sequencing library (egg, larvae, pupae, adult male, adult female, mated adult female) were independently mapped to the reference transcriptome assembly created by Trinity using bowtie (v 0.12.7) [37] using the alignReads.pl script distributed with Trinity. The resulting bam formatted mapping files were sorted and used to produce fragment abundance estimation by RSEM [34]. Transcript abundance values were produced as expected read count, and they were normalized using trimmed mean of M values (TMM) methods and transformed into fragments per feature kilobase per million reads mapped (FPKM) for each gene and the individual isoforms that compose each gene for each developmental library using scripts provided by Trinity [38, 39]. These TMM normalized FPKM values were appended to the annotation information, and binned into expression level categories based off of FPKM values (No Expression, very low, low, moderate, moderately high, high, very high, and extremely high) following the approach and nomenclature used to describe modENCODE expression data in FlyBase2012_06 (David Emmert and William Gelbart, personal communication) (Figure 4, Additional file 1) [14, 35, 40]. TMM normalized FPKM values were also used to create a dissimilarity matrix based on Euclidean distance utilizing the dist function in R and this matrix was used to perform cluster analysis using the complete agglomeration method in the hclust R function. These clusters and the TMM normalized FPKM values were used to create a heatmap of expression levels sorted by both transcript and sample clusters utilizing the R enhanced heatmap (heatmap.2) function. Each cluster in the expression heatmap describes a different developmental expression pattern shared by all genes present in that cluster. Both TMM normalized and read count matrices are available under the NCBI Gene Expression Omnibus (GEO) under accession GSE46310 associated with BioProject PRJNA198716.

## Electronic supplementary material

Additional file 1: **Expression categories across developmental stages for unigenes.** An .XLSX file based off of modENCODE expression categories, listing all unigenes and if they are constitutively expressed, or expressed only during certain developmental stages.

Additional file 2: **Unigene expression matrix of major clusters in Figure** 4 **.** An .XLSX file containing individual tabs for each cluster present in Figure 4 (clusters A-S). Each cluster specific matrix contains the unigene identifiers present in the cluster and the log2(median centered FPKM values) across the 6 developmental stages.

Additional file 3: **List of unigenes outside of confidence interval in regression analysis between expression levels of putative orthologs between** ***B. dorsalis*** **and** ***D. melanogaster.***

Additional file 4: **Unigenes associated with detoxification.** An .XLSX file containing unigenes annotated as relating to detoxification in *B. dorsalis.*

Additional file 5: **Transcripts associated with sex determination identified in** ***B. dorsalis.*** An .XLSX file containing results from comparative analysis of sex determination genes in *B. dorsalis* utilizing putative orthologs identified in *D. melanogaster*.

Additional file 6: **Functional annotation table of peptide sequences from predicted open reading frame of transcripts.** Tab delimited text file containing annotations associated with peptide sequences of each transcript associated with unigene components. Includes top blast hit against UniProtKB/SwissProt, Pfam domains, results from SignalP and TmHMM analysis and COG and GO terms associated with the sequence. Functional annotations were also submitted with the NCBI TSA submission.

Additional file 7: **Putative orthologous genes/unigenes between** ***D. melanogaster*** **and** ***B. dorsalis.*** An .XLSX file containing *B. dorsalis* unigene identifier and *D. melanogaster* Flybase gene ID (FBgn#######). First tab presents putative orthologs as defined as reciprocal best unique blast hit, and second tab presents unigenes with top scoring hit, but not considered orthologous due to multiple top scoring unigenes/genes (non-unique hit).

How the deposited data were processed for this re-analysis (not part of the article)

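RNA from whole B. dorsalis at 6 stages was sequenced with 1 library per stage: eggs, larvae, pupae, virgin males, virgin females and mated females. The library of virgin females is called the library labelled female, since its dsx isoform shares lie nearer to those of the male library than to those of the mated female library. The authors filtered the reads on quality, assembled them with Trinity, kept transcripts with a predicted coding sequence, aligned each library to these with bowtie and estimated abundance with RSEM. They deposited the expected counts, not normalized, and FPKM values scaled with TMM factors by scripts of Trinity, each for 10799 unigenes and for 20666 isoforms. Every column of these tables belongs to a stage, with 0 columns left without a sample. No genome was used, and 0 of the unigene identifiers are found among the 17486 genes of the reference list used here, so names come from the additional files of the paper and are those of D. melanogaster or Swiss-Prot matches.

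Expected counts summed to between 7386960 and 9905262 per library, with a median of 8245350, and the largest total was 1.34 times the smallest. Isoform counts summed to the unigene counts within 0.03. A count of 0 allows up to 3 counts. Intervals are exact Poisson intervals for counts, rounded to whole numbers first, and Wilson intervals for shares, at the 95% level. They cover counting error only, and those for shares of unigenes take unigenes as independent, which they are not.

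TMM factors, effective library sizes and feature lengths were recovered from the ratio of the deposited expected counts to the deposited FPKM. The unigene factors were 1.30 in eggs, 0.868 in larvae, 0.923 in pupae, 0.929 in males, 0.937 in the library labelled female and 1.11 in mated females. Lengths of isoforms came from the library with the most counts of the isoform, with the median over libraries as the alternative. For 1203 unigenes the deposited FPKM is 0 in every library although expected counts are listed, so no unigene length could be recovered for them. The values at the conclusions keep that 0.

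Unigenes were placed in the FlyBase categories with lower bounds at 1, 4, 11, 26, 51 and 101 and a further bound for extremely high expression and classed by the definitions in the text of the paper. Constitutive high was at least 26 in all 6 libraries, stage-specific at least 11 in 1 library and below 11 in the other 5, 2 to 5 libraries at least 26 in those and below 4 in the rest, and constitutive low below 11 in all 6. Clustering used log2(FPKM + 1) centred on the median of each unigene, Euclidean distance and complete linkage, with the tree split at 45% of its height. Libraries were compared by Spearman and Pearson coefficients across unigenes and by the number of unigenes at 26 or more in either library and below 1 in the other, for all 15 pairs. Gene lists were set against 10000 random lists of the same size, drawn from all unigenes for the level and matched in 20 bins of mean level for the spread across libraries. With 1 library per stage no p-value was computed.

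The unigenes named were chosen by a rule that was set when part of the values printed in Additional files 1 and 2 had already been seen. It takes each unigene that is the single unigene of its gene in Additional file 5 and the highest unigene of the other lists there, the highest named stage-specific unigene of each library, the highest FPKM and the largest ratio of (FPKM + 1) in the P450, GST and UGT lists, the 3 largest ratios in the CncC/Keap1 list, and the largest ratio each way between the male library and the library labelled female. The unigenes comp30244_c1 and comp29567_c0 fall outside the rule and were chosen after their values were seen.

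Apart from the values of Additional files 1 and 2 that had been seen, the definitions above, the rule for the unigenes named and the following alternatives were set before the data were examined: FPKM without TMM factors, size factors of DESeq2 in place of TMM, rounding of FPKM before binning, removal of unigenes under 10 counts, thinning of the counts to the smallest library, other class bounds, a pseudocount of 0.1 in place of 1, average linkage, 1 minus the Spearman coefficient as distance, other heights for splitting the tree, Pearson coefficients, the highest unigene of the Sxl list alone, and lengths from the median over libraries. Chosen after the values were seen were FPKM recomputed from isoform lengths for the unigenes listed at 0, FPKM summed over isoforms, a gap of a full category between libraries (at least 11 against below 4, or at least 26 against below 11), clustering of mean-centred values, and the tree of the libraries without TMM factors, with size factors of DESeq2, with recomputed FPKM and with expected counts. The size factors came from DESeq2 1.42.0 in R 4.3.3. Everything else was computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

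The recovery of factors and lengths, the comparison of 2 libraries, the classes, the gene lists and the clustering were tested on simulated data. The isoform shares, the ratios and the test of the egg library's lengths were not. Factors were recovered with an error of 0%, and lengths with a median error of 0.003% over 6705 unigenes. In a simulated pair of libraries drawn from the male means, 200 unigenes were changed 4-fold, 171 of them fell among the 4624 tested, 100% of these were recovered, and 0 unchanged unigenes passed a log2 ratio of 1. All of 2000 planted profiles were given their class (100%), and 8 planted clusters of 1500 unigenes were found as 8. Among 1000 random lists the mean percentile was 51.3 for the level and 49.5 for the spread, and a raised list of 50 was at percentile 100. The number of random lists in this test was increased after a first run with 100 lists had given a mean level percentile farther from the middle, and the function tested was not changed.

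Comparisons with D. melanogaster expression values, the assembly and annotation steps, and the shortened parts of Additional files 1, 2, 3, 5, 6 and 7 were not analysed here.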

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

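The tests in this part were all chosen after the pattern was seen, except the test of the egg library's isoform lengths. The paper classes the unigenes of the first pattern by their FPKM of 0 and does not report their expected counts, and it does not report the expression of the dsx isoforms of the other. In the first pattern, 1138 of 1203 unigenes are above the limit of 3 counts that a count of 0 allows in some library. In the other, the 320 counts of comp25690_c0_seq5 and comp25690_c0_seq6 in the library labelled female are above it.

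Among the 1203 unigenes listed at FPKM 0 in every library, 1138 had over 3 expected counts in some library. They are the 1203 unigenes without egg counts, and 0 unigenes with egg counts are listed that way. Their totals ranged from 5 to 13674, with a median of 77, against 1388 for the other unigenes. They held 1.68% of the counts of males, 1.54% of those of the library labelled female, 0.937% in pupae, 0.619% in mated females and 0.389% in larvae. The largest, comp30244_c1, had 7135 counts in the library labelled female (interval 6970 to 7303) and an FPKM of 232 when recomputed from its isoform lengths. All 1409 isoforms of these unigenes have an FPKM above 0 in some library. Too few counts to register at 2 decimals is argued against by the 556 unigenes with at least 100 counts, of which 118 had at least 1000. A candidate explanation is that the length behind the unigene FPKM was taken from the egg library. Among 1414 unigenes with at least 50 counts per library and isoform lengths that differ enough between libraries, the recovered unigene length was within 1% of the mean weighted by the egg library for 65.3%, against 11.7% for mated females and between 4.74% and 5.94% for the other libraries. The egg library was the closest for 1134 of them. A unigene without egg counts would then have no length and an FPKM of 0. Expression absent from eggs and present later is the biological side of the pattern, and it is not excluded by these values. By expected counts not scaled for depth, 558 of the 1203 were highest in males, the library with the largest total. A further 205 were highest in the library labelled female, 197 in pupae, 159 in larvae and 84 in mated females. Recomputed, 454 of them reach 11 in a library and 262 reach 26.

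The dsx isoforms comp25690_c0_seq5 and comp25690_c0_seq6 had 320 expected counts in the library labelled female, which is 87.2% of its dsx counts (interval 83.4% to 90.2%), against 86.4% in males and 1.77% in mated females. The sum is alike in males and in the library labelled female, but the estimates of its parts are not. The error of dividing reads between isoforms was not estimated. The isoform comp25690_c0_seq6 took 54.1% in males and 34.1% in the library labelled female. The dsx isoform shares of these libraries were 21.8 percentage points apart, above the median of 9.12 over 2906 unigenes. Several explanations of why this library lies near the male library were tested. A library deposited under both labels is argued against by the counts, whose mean chi-square per unigene against Poisson counting was 12.2 over 8806 unigenes. Differences hidden by the unigenes listed at FPKM 0 are argued against by the counts as well, since 0 of those unigenes had at least 100 counts in the male library or the library labelled female and 3 or fewer in the other. A library with mostly RNA of males would have a share near that of males, and 87.2% is near it, so a wrong label may be the source, a hypothesis that was found and tested on the same data. The similarity of the libraries alone does not require it. Few mature eggs in virgin females of up to 7 days are argued against as the whole reason, since 351 of the 354 unigenes with at least 100 counts in males and 3 or fewer in mated females were within 2-fold of the male level in the library labelled female, and 0 of the 354 had 3 or fewer counts there. The isoform comp25690_c0_seq1, which leads in mated females, took 1.28% of the dsx counts in the library labelled female (interval 0.583% to 3.15%) and 48.7% in pupae (39.5% to 57.2%), which argues against an isoform that appears only after mating or with mature eggs. Age or mating as a source of the other differences cannot be told apart from a wrong label, since they differ together between the library labelled female and the mated females: of the 102 unigenes with at least 100 counts in mated females and 3 or fewer in males, 93 also had 3 or fewer in the library labelled female, which either would give. The dsx isoforms are not alone in this, since 983 of the 2906 unigenes with at least 2 isoforms and at least 100 counts in each of males, the library labelled female and mated females moved by 30 percentage points or more between males and mated females, and in 858 of these the library labelled female was nearer to males. Sequence or genotype evidence of sex was not analysed here.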

How the results depend on the processing

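The alternatives named in this part as chosen later were chosen only after the values were seen, and the others were set beforehand. A count is called moved where it differs more than 1.5 times from the value at the conclusion, a ratio where it leaves its counting interval, and a coefficient where it leaves an interval that takes unigenes as independent, which they are not. Over 33 results, 257 alternative values were computed, 175 of them set beforehand. Of these 257, 213 were not moved and 44 were moved. Nearly all of these results are counts, which have no sign, so this measure does not show a change of order. The order changed in several comparisons. For stage-specific unigenes these include eggs against larvae, males against the library labelled female, pupae against larvae, and mated females against eggs. For unigenes of moderate or higher expression, eggs and mated females changed order without TMM factors. The orthologs outside the interval against all unigenes and the place of larvae in the tree changed as well. For the tree, 3 against 4 libraries is not called moved.

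FPKM without TMM factors, size factors of DESeq2, rounding before binning, removal of unigenes under 10 counts and thinning to the smallest library left the number of unigenes in each class within 1.5 times of its value. Constitutive high stayed between 1298 and 1369, stage-specific between 812 and 832, 2 to 5 libraries between 212 and 228, constitutive low between 3736 and 4041, the CncC/Keap1 unigenes in either constitutive class between 39 and 45, the detoxification unigenes below 11 throughout between 35 and 38, and the orthologs outside the interval and below 11 throughout between 661 and 672. Single libraries were less steady: without TMM factors the egg unigenes went from 187 to 284 and the larval from 289 to 217, so that eggs and not larvae had the most. That scaling moves the median log2(FPKM + 1) of a library by up to 0.35, against 0.07 for the factors of DESeq2.

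Other class bounds change what is counted, by construction. With high or greater in all 6 libraries, 648 unigenes were constitutive high. With at least 26 against below 4, 129 were stage-specific. With at least 11 against below 11, 3177 belonged to 2 to 5 libraries. With every unigene left out of the other classes, 8402 were constitutive low. With a gap of a full category, chosen later, 310 were stage-specific, 873 belonged to 2 to 5 libraries, 8269 were left as low, 108 of the CncC/Keap1 unigenes were constitutive, 91 of the detoxification unigenes were low and 965 of the orthologs outside the interval were low, while constitutive high was 1347 as before. These 965 are 69.0% of the orthologs outside the interval, against 76.6% of all unigenes, whereas below 11 throughout the shares are 47.9% and 37.2%. Recomputing FPKM for the unigenes listed at 0, also chosen later, kept all 828 stage-specific unigenes and brought the number to 991, and it took 454 unigenes out of constitutive low, to 3568. Males went from 26 to 49 stage-specific unigenes and the library labelled female from 29 to 33, so that males passed that library. Mated females went from 81 to 112. The unigenes in 3 libraries went from 54 to 83, and the UGT unigenes below 11 throughout from 5 to 3. Summing isoform FPKM, chosen later as well, gave 946 stage-specific and 3598 constitutive low unigenes, and 3 UGT unigenes below 11 throughout. Stage-specific unigenes then numbered 287 in pupae, 282 in larvae, 159 in mated females, 131 in eggs and 52 in males. Pupae and not larvae had the most, and mated females passed eggs.

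Average linkage gave 41 subclusters in place of 15, and the cause was not tested. The other alternatives gave between 12 and 21. The coefficient of males with the library labelled female was 0.993 as a Pearson coefficient, 0.991 without unigenes under 10 counts and 0.990 after thinning, each outside that interval of the coefficient of 0.991, which is narrow for that reason. The cause was not tested. A pseudocount cannot move a rank coefficient. The branch of the male library held 4 libraries, larvae among them, with a pseudocount of 0.1, average linkage, 1 minus the Spearman coefficient as distance, without unigenes under 10 counts and after thinning, and with FPKM without TMM factors and size factors of DESeq2, which for this tree were chosen later. It held 3, without larvae, with log2 of the expected counts and with FPKM recomputed for the unigenes listed at 0, both chosen later. The count of unigenes at 26 or more in either of these libraries and below 1 in the other was 0 under each alternative, and 0 also at 11 against below 1 and for an 8-fold ratio. The ratio of 0.865 for the Sxl list went to 0.796 by the highest unigene alone, with the same direction, since a single unigene of the 16 is left.

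Depth limits unigenes with few counts: 286 had fewer than 10 over the libraries, and thinning to 7386960 counts changed no class total by more than 1.5 times. No paired analysis was possible because each stage has a single library and no result comes from a test.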

Differences from the paper's values

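For stage-specific unigenes the paper's value is 310 and the value here 828, and none of the alternatives set before the data were examined comes within 1.5 times of it. By library, the paper's values are 29 in eggs, 136 in larvae, 110 in pupae and 35 in mated females, and those here 187, 289, 216 and 81. With at least 26 against below 4, set before the data were examined, mated females had 27 and are then within 1.5 times, while eggs had 9, larvae 51 and pupae 42. For unigenes of the male library and the library labelled female together the paper's value is 50 and the value here 1. At 11 against below 11 it was 193, and no alternative set before the data were examined comes within 1.5 times.

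For 2, 3, 4 and 5 libraries the paper's values are 395, 186, 156 and 136, and those here 103, 54, 38 and 27. No alternative set before the data were examined comes within 1.5 times, and with 11 against below 11 the values were 1129, 768, 659 and 621.

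For constitutive low the paper's values are 8269 unigenes, 76.56% in its Table 2 and 65% in its text, and those here 4022 unigenes and 37.2%. With every unigene left out of the other classes, set before the data were examined, 8402 unigenes or 77.8% are found, within 1.5 times of all 3 values. The other alternatives set before the data were examined are not. A gap of a full category between the libraries that are on and the rest, chosen after the values were seen, gives the paper's value for stage-specific unigenes in total and by library, for the 50 of the adults, for 2, 3, 4 and 5 libraries and for the 8269, which are 76.6% of the set, and it gives the class listed in Additional file 1 for all 1999 of the 10799 rows used here, so that it drops 0 of them. In the paper's Additional file 1 the 8269 are listed as 7066 unigenes, which are 65.4% of the set, and 1203 at FPKM 0.

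For CncC/Keap1 unigenes in either constitutive class the paper's column gives 108 and the value here is 40. The alternatives set before the data were examined gave between 39 and 45 and all stay more than 1.5 times away. The gap of a full category, chosen after the values were seen, gives 108.

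For the P450 families the paper's text gives 12, and the value here is 22, counted from its list in Additional file 4, which is also the number of families in the paper's Table 4. For tra-2 the paper's value is 2 transcripts, and the value here is 1, the isoforms of the unigene listed. For the other genes of Additional file 5 the paper's values count transcripts that match the gene, and those here count all isoforms of the unigenes listed, a wider group: the paper's values are 12 for dpn, 1 for msl-2 and 2 for msl-3, and those here 22, 2 and 5. No alternative applies to these numbers.

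The paper's N50 of 3460 bp and sum of 62.08 Mb, against 3146 bp and 49.9 Mb from the recovered lengths here, are within 1.5 times of these and higher in both cases, and the reason was not tested. The number of subclusters, 19 in the paper and 15 here, is within 1.5 times, and log2 of the expected counts centred on the mean, chosen after the values were seen, gives 19. In Fig. 4 larvae join eggs and mated females. In the tree of log2(FPKM + 1) here larvae join pupae, males and the library labelled female, and the branch of males held these 4 libraries under the alternatives set before the data were examined that were run for the tree, a pseudocount of 0.1, average linkage, 1 minus the Spearman coefficient as distance, removal of unigenes under 10 counts and thinning. With log2 of the expected counts, and also with FPKM recomputed for the unigenes listed at 0, both chosen after the values were seen, larvae join eggs and mated females as in the paper. The paper places most of the CncC/Keap1 unigenes in a constitutive class, and here 40 of 141 are, or 108 by the gap of a full category.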

Other observations

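The test reported in this part was chosen after the values were seen.

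The values of Additional file 2, used here for 10 of 19 subclusters with 2182 unigenes, differ from log2 median-centred FPKM: 0 of the 2182 unigenes are within 0.001 of it. A candidate explanation is that they are in another unit than the label says, log2 of the expected counts plus 1, centred on the mean of each unigene. These values lie within 0.001 of it in every library for 100% of the unigenes, with a largest difference of 3.27e-05. The same unit split at 45% of the tree height gives 19 subclusters, and 2181 of the 2182 unigenes fall into the subcluster that matches theirs. No biological explanation was tested, since none applies to a unit.

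By a gap of a full category, all 1183 unigenes placed in 1 to 5 libraries have males and the library labelled female either both in or both out of the set, and by the definitions in the text 995 of 1050 do. Eggs and mated females alone share 215 unigenes by that gap, and 156 of these are below 4 in the library labelled female.

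The unigene comp29567_c0 is named as a P450 in Additional file 4 and stands in the Notch list of Additional file 5 as well.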
